A study of Danio rerio with 6 samples.

How the data were processed

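The data were MARS-seq libraries of sorted zebrafish pituitary cells, 6 plates of 384 wells, with 2 plates from each of 3 pools aged 37 dpf, 5 months and 7 months. Per the labels' protocols, 5 pituitaries per age were pooled after injection of the fluorescent dipeptide (5 µl into juveniles, 10 µl into adult males), dissociated after 3 hours, stained with propidium iodide and sorted into plates, and the libraries were sequenced on a NextSeq to a median of about 40000 reads per cell. The deposited tables give a raw UMI count per gene and well for all 384 wells of a plate, with no normalization. The aligner, genome build, annotation and filters are not stated by the authors in the labels or the files, so no coordinates are given and gene names are those of the tables. The tables have 31417 gene names and 92 spike-in names, which held 0 UMIs. A further deposited table gives the well position and sequencing batch of 1920 wells on 5 plates and no cell type, sort gate or number of cells per well. The planned restriction to wells marked as holding a cell could therefore not be applied.

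Cells were wells with at least 400 UMIs and at most 30% of them from the 13 genes named mt-, which left out 1 well. Counts were scaled to 10000 per cell and log-transformed with scanpy 1.11.5. The 2000 most variable genes, without mitochondrial, AC024175, ribosomal protein and spike-in names and without the 37 regulators held out, gave 30 principal components, a graph of 15 neighbours and Leiden clusters at resolution 1.0 (leidenalg 0.10.2). Clusters were named from marker lists written before the data were examined. A class needed at least 3 markers with at least 5 UMIs and a log2 fold change of at least 1 in the cluster, at least 1 of them among the 10 leading genes (by fold change over a pseudocount of 20 CPM, with at least 20 UMIs), no other class with as many detected markers among the leading genes, and fewer than 2 bone or cartilage genes leading. This rule was written after the clusters had been seen. It was changed once more, from the class with the most detected markers to the class with the most leading markers, because the first form left the pituicyte-like and gonadotrope-like clusters unnamed under some alternatives; the names and cell numbers under the reported settings were the same under both. Older symbols of list members were matched through a gene table for names only. Of the cell type lists, those for endothelial cells and lymphocytes had 1 member not found. No cluster of somatotropes, neurons, pomca cells or fibroblasts met the rule.

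Shares are given as mean and SD over the 2 plates of an age, with 95% Clopper-Pearson intervals per plate. The 2 plates of an age come from 1 pool, so SDs and p-values describe plates and not fish, and intervals and limits from counts of 0 (3 counts) cover counting error only. Counts were summed per plate and class or over all kept cells of a plate and tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment at 0.05) in R 4.3.3. Standard errors were computed as the absolute log2 fold change over the square root of the quasi-likelihood F. Whole-plate tests used all 6 plates in 1 fit. The regulators were tested on sums per pool with pool as a block, with list members kept at a total of at least 10 UMIs. DESeq2 1.42.0 was run as an alternative. The fold of a gene with no UMI in a group was computed as a lower bound against 3 counts over that group, and with 1 to 3 counts as a ratio with its exact binomial counting interval.

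Several planned comparisons were not run. No pomca class was found, which removed its 3 comparisons between ages, its interaction with age and the planned comparison of regulators. The pituicyte-like class had 4 and 7 cells on the 37 dpf plates, under the planned minimum of 20, so its reported test is between the adult ages, on the 4 adult plates. The added fit with all 3 ages also set it against 37 dpf, from these 4 and 7 cells, and the edgeR quasi-likelihood test called 31 of 464 genes at 5 months and 41 at 7 months at a Benjamini-Hochberg adjusted p of 0.05. No gene is named from that fit, since the class is under the minimum there. No other class had 20 cells on every plate. The whole-plate comparisons and the comparison of pituicyte-like cells with all other adult cells replaced them and were chosen after the data had been seen. Genes were named by a rule written before the data were examined: up to 5 higher and 5 lower genes with the largest change among those called, with plates that do not overlap and a mean of at least 5 counts, the 3 smallest p-values where none was called, and always the hormone genes and slc15a2. The result of 1 regulator that was called is not reported here.

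The tests were tested on simulated data drawn from the real means, library sizes and dispersions, with genes changed by 2 log2 units. They recovered 50.5% of 200 changed genes for 7 against 5 months over whole plates (1.94% of calls false), 75.5% for 5 months against 37 dpf (8.48% false), 55% for 7 months against 37 dpf (1.79% false), 90% of 50 for pituicyte-like cells (4.26% false) and 71.5% of 200 for pituicyte-like against other adult cells (5.30% false). The alternatives were other UMI minimums (200 and 1000), no mitochondrial limit, doublets called by Scrublet left out, Leiden resolutions 0.5 and 2.0, classes from each cell's own markers, DESeq2, library size only, no filter on low counts, other fits of the plates and pools, equal numbers of cells, leaving out each plate, and other settings of the cell cycle measure. Added after the data had been seen were the removal of AC024175, the removal of erythrocyte-like cells, the alternatives of the added comparisons, the pituicyte-like fit with all 3 ages and the removal of the cell richest in a gene. Gene lists of 7 other tissues, of embryonic and adult globins, of bone and cartilage and of dissociation stress were also written after the clusters had been seen. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.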

Results

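Single cells from zebrafish pituitaries were profiled with MARS-seq, a plate-based method that counts unique molecular identifiers (UMIs) per gene in each well. The labels describe the cells as enriched for the neurohypophysis, the posterior lobe of the pituitary. The fish carried a pomca:EGFP reporter and had received 4.6 mM β-Ala-Lys-Nε-AMCA, a fluorescent dipeptide that cells with a peptide transporter take up. There were 3 ages: 37 days post-fertilization (dpf), 5 months and 7 months. Each age was 1 pool of 5 pituitaries on 2 plates of 384 wells, so the plates of an age are not separate groups of fish. A plate held 1007989 or 1178471 UMIs at 37 dpf, 465093 or 284484 at 5 months and 227487 or 105793 at 7 months. Wells with at least 400 UMIs and at most 30% of them from genes named mt- were kept as cells. This left 311 and 338 cells at 37 dpf, 257 and 174 at 5 months and 203 and 106 at 7 months, 1389 in all. Kept cells had a median of 2105 and 1894 UMIs on the 37 dpf plates, 1200 and 1084.5 on the 5-month plates and 923 and 675.5 on the 7-month plates. The limit that a count of 0 allows, 3 UMIs of the kept total, ranged from 2.57 to 36.6 CPM (counts scaled to a common plate total) over the plates. The 4 adult plates carry one sequencing batch, 1 of the 37 dpf plates another, and the remaining 37 dpf plate is not listed. No listed batch held both 37 dpf and adult plates, so age and batch cannot be told apart in any comparison with 37 dpf, while 7 months against 5 months lies within a batch.

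The first question was which cell types the sorted material held at each age. Clustering of the 1389 cells gave 16 clusters, and marker lists written before the data were examined named 6 of them. Pituicyte-like cells, the glia of the posterior lobe, made up 1.68% ± 0.555 (SD, n = 2 plates) of kept cells at 37 dpf, 15.5% ± 1.61 at 5 months and 29.2% ± 10.7 at 7 months. The 95% Clopper-Pearson intervals of the 37 dpf plates ended at 3.26% and 4.22%, and those of the adult plates began at 10.3% or higher. The 7-month plates, at 21.7% and 36.8%, both lay above the 5-month plates, at 14.4% and 16.7%, but the interval of the lower 7-month plate (16.2% to 28.0%) overlapped both 5-month intervals. Gonadotrope or thyrotrope-like cells were 0 of 649 at 37 dpf, which allows a share of up to 0.462%. They were 12.95% ± 2.06 (SD, n = 2) at 5 months and 1.91% ± 1.304 at 7 months. The intervals of the 7-month plates for this class, 0.120% to 3.51% and 0.588% to 8.05%, stayed below that of the first 5-month plate (10.3% to 19.3%), and the second of them overlapped that of the second 5-month plate (7.16% to 17.2%). Macrophage or microglia-like cells were 7.24% ± 0.228 at 37 dpf, 8.61% ± 3.23 at 5 months and 3.86% ± 0.118 at 7 months, with overlapping intervals between each pair of ages. Erythrocyte-like cells were 33.3% ± 0.219 at 37 dpf, 0.287% ± 0.406 at 5 months and 0.246% ± 0.348 at 7 months. Keratin-rich epithelial-like cells were 8.20% ± 1.14 at 37 dpf and 0 of 431 and 0 of 309 at the adult ages, which allows up to 0.696% and 0.971%. Endothelial-like cells were 5.09% ± 0.0813, 1.26% ± 0.970 and 0.964% ± 0.0296 at the 3 ages. With 2 plates against 2, the smallest p that an exact two-sided permutation test allows is 0.333, so that test was not run on shares. No other test of shares was run. Leaving out the AC024175 transcripts, an abundant group of transcripts whose source the files do not give, was the alternative that moved the pituicyte-like share at 5 months most, to 22.6%. At 37 dpf, where 11 cells carry the pituicyte-like class, taking classes from each cell's own markers raised its share to 5.41%.

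**Figure D1:**
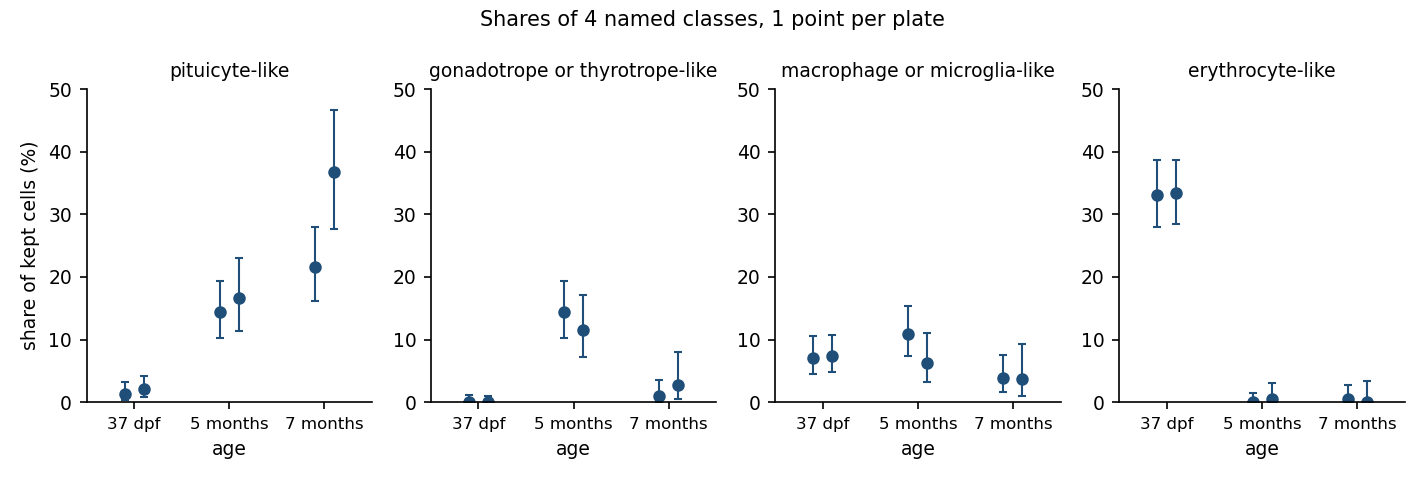
Share of kept cells (vertical axis, percent) in 4 named classes against age, with 1 point per plate and bars for the 95% Clopper-Pearson interval. Erythrocyte-like cells lie at 33.1% and 33.4% on the 37 dpf plates and under 1% on each adult plate, and pituicyte-like cells at 14.4% or more on the adult plates.

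The 10 clusters without a name held 44.5% ± 0.212 (SD, n = 2) of cells at 37 dpf, 61.4% ± 4.24 at 5 months and 63.8% ± 11.5 at 7 months. The naming thresholds were set after the clusters had been seen. Clusters 3, 4, 6 and 10 had 8, 3, 10 and 3 detected fibroblast markers, none of them among the leading genes. They held 1.23%, 18.03%, 8.63% and 7.70% of the 37 dpf cells, 11.8%, 0.464%, 5.10% and 0% of the 5-month cells and 21.0%, 0.647%, 6.47% and 0% of the 7-month cells. Cluster 7, led by wnk1b, had 4 epithelial markers and held 0%, 6.03% and 17.5% of the cells of the 3 ages. Cluster 11, in which markers of several classes led, had 9 pituicyte markers and held 3.39%, 3.48% and 3.56%. Cluster 1, with a median of 595 UMIs per cell and with AC024175.4 and mt-nd5 among its leading genes, held 1.39%, 33.9% and 16.8%. Clusters 13, 14 and 15, led by col10a1a, wu:fc46h12 and si:ch211-139a5.9, had 12, 10 and 6 cells and held 1.70%, 1.54% and 0.925% of the 37 dpf cells, with 1 of their cells on an adult plate. No cluster of pomca cells was found: pomca had 0, 2, 2, 0, 0 and 0 UMIs in the kept cells of the 6 plates. The peptide transporter slc15a2 had 17 and 18 UMIs on the 37 dpf plates and 1, 1, 1 and 0 on the adult plates. Of its 38 UMIs, 3 were in pituicyte-like cells, and these were all of its adult UMIs. None of its 37 dpf UMIs were in this class. So few adult UMIs do not settle which adult cells carry it.

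The second question was how pituicyte-like cells differ between 7 and 5 months, tested over the 4 adult plates with 37, 29, 44 and 39 cells of the class. The edgeR quasi-likelihood test called 0 of 427 genes at a Benjamini-Hochberg adjusted p of 0.05, with 52 genes at an unadjusted p under 0.05. DESeq2 called 2 genes. The p-values of this and every other test between ages compare plates of single pools and do not cover the spread between fish. On simulated counts for this comparison, with 50 of 427 genes changed by 2 log2 units, the same test recovered 90% of those changed. The Benjamini-Hochberg threshold is stricter where fewer genes change. The 90% may therefore overstate what the test could find here, and the 0 calls do not show that no gene changed. The 3 smallest p-values belonged to si:ch73-335l21.4 (734 CPM ± 153, SD, n = 2, at 5 months and 1868 ± 339 at 7 months, log2 change 1.42 ± 0.26 SE), CT583728.7 (13050 ± 544 and 26490 ± 8441, 1.099 ± 0.23) and hsp90aa1.2 (2481 ± 165 and 1139 ± 86.4, -1.06 ± 0.22). In the edgeR quasi-likelihood test the Benjamini-Hochberg adjusted p of each was 0.141. They passed in 5, 7 and 6 of 16 alternatives, with an adjusted p in edgeR or DESeq2 from 6.5e-05, 1.6e-14 and 0.000416 up to 0.869. In DESeq2 only CT583728.7 of these passed, at 0.0114. Leaving out 1 plate at a time gave 0 or 1 calls except without 7_months replicate 1, which gave 43. The hormone transcripts lhb and cga were lower at 7 months in this class (log2 change -2.83 ± 0.71 and -1.997 ± 0.53), with edgeR quasi-likelihood, Benjamini-Hochberg adjusted p of 0.234 and 0.239. Each passed in 3 of 16 alternatives. Over these the log2 change ran from -7.43 to -1.36 for lhb and from -3.05 to -0.634 for cga. Macrophage-like cells of the 5-month plates, which should lack cga, carried it at 1364 and 456 CPM, beside 1460 and 726 CPM in pituicyte-like cells. On the first of these plates 92.9% of macrophage-like cells (median depth 3452.5 UMIs) and 83.8% of pituicyte-like cells (1401 UMIs) had a cga UMI, so its UMIs in pituicyte-like cells are read as background. In this class pomca, prl and smtla had no UMIs, and gh1, tshba, fshb and slc15a2 had too few to be tested. Also not tested was smtlb, with 2 and 40 UMIs on the 5-month plates and 0 at 7 months. On the second 5-month plate 1 cell held 100% of its UMIs.

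All kept cells of a plate were also summed and compared between ages, a comparison added after the pomca class was found to be absent. These sums change with the mixture of cells as well as with expression within a cell type. Between 7 and 5 months the edgeR quasi-likelihood test called 98 of 4411 genes at a Benjamini-Hochberg adjusted p of 0.05, 45 higher and 53 lower at 7 months. Among the 45 higher calls were fosab, jun, junbb, ier2a, btg2 and zfp36l1b, members of a list of immediate early and heat shock genes that dissociation can raise. No member of that list was among the lower calls. With library size in place of TMM scaling the edgeR test called 122, of which 68.0% were higher against 45.9%, and the median log2 change over all genes shifted by 0.22. Other alternatives moved the split the other way. Without 5_months replicate 2 the count was 14, with 2 higher, and without 5_months replicate 1 it was 29, with 4 higher. Without 7_months replicate 1, 14 were higher and 84 lower, and only 31 of these calls were among the 98. At a minimum of 1000 UMIs 13 were higher and 40 lower. Without 37_dpf replicate 1 the count was 182, with 73 higher.

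The gonadotropin transcripts were lower at 7 months. On average lhb fell from 9924 CPM ± 1551 (SD, n = 2) to 654 ± 9.83, fshb from 1679 ± 411 to 140.3 ± 198.5 and cga from 23200 ± 3968 to 2729 ± 2509, and both 7-month plates lay below both 5-month plates for each. The log2 changes were -4.15 ± 0.25 (SE), -4.30 ± 0.84 and -3.37 ± 0.51, with edgeR quasi-likelihood, Benjamini-Hochberg adjusted p of 6.68e-06, 0.0226 and 0.00859. The lhb call held in each of 17 alternatives (adjusted p up to 0.0133 in edgeR or DESeq2). DESeq2 did not call cga or fshb (adjusted p 0.577 for fshb), nor did edgeR quasi-likelihood with Benjamini-Hochberg adjustment without 5_months replicate 2 (0.105 and 0.217). The fshb call was also lost without 5_months replicate 1, with equal cell numbers and with AC024175 left out. Growth hormone, gh1, had 7435 and 608 CPM at 5 months and 489 and 976 CPM at 7 months, and 1 cell held 63.0% and 85.5% of its UMIs on the 5-month plates. Its log2 change of -2.67 ± 0.76 had an edgeR quasi-likelihood, Benjamini-Hochberg adjusted p of 0.103 with overlapping plates. It passed in 6 of 17 alternatives, among them the fits without either 37 dpf plate and without 5_months replicate 2 (0.0187). For tshba, with 494 CPM ± 351 at 5 months and 248 ± 334 at 7 months, the log2 change was -1.03 ± 0.75 and the edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 0.559. It changed sign with equal cell numbers and passed without 7_months replicate 1 (0.0276). Prolactin, prl, had 4 UMIs at 5 months and 2 at 7 months, a ratio with a counting interval that included no change, and pomca, smtla and slc15a2 were at or under the limit of 3 counts at both ages.

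**Figure D2:**
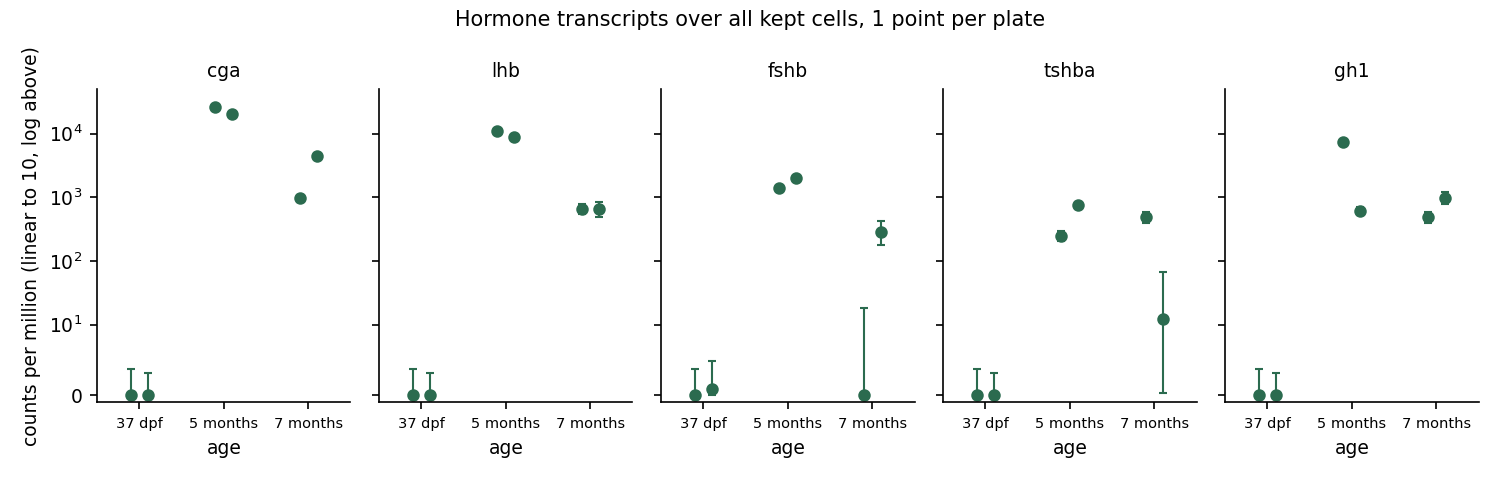
CPM over all kept cells (vertical axis, linear to 10 and logarithmic above) of 5 hormone transcripts against age, with 1 point per plate and bars for the 95% counting interval. No UMI of cga, lhb, tshba or gh1 was found in the kept cells of the 37 dpf plates, and lhb was 11020 and 8827 CPM at 5 months and 661 and 647 CPM at 7 months.

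Of the 98 genes called, 97 met the naming rule of separate plates and sufficient counts. The remaining call, her2, named here after its value was seen, had a log2 change of 7.76 ± 1.43 (SE) and an edgeR quasi-likelihood, Benjamini-Hochberg adjusted p of 0.0201, but did not meet the rule. Among the 97 genes, the 5 largest increases at 7 months were in f13a1a.1, igf2a, hapln1a, fibinb and megf10. At 2419 CPM ± 1428 (SD, n = 2) against 0 UMIs at 5 months, f13a1a.1 was at least 464-fold higher, computed against 3 counts over the 5-month group, but 1 cell held 94.4% and 97.9% of its UMIs on the 7-month plates and DESeq2 did not call it (adjusted p 0.176). The log2 changes of the other 4 genes were 3.93 ± 0.85 (SE), 3.58 ± 0.85, 3.54 ± 0.67 and 3.47 ± 0.82, with edgeR quasi-likelihood, Benjamini-Hochberg adjusted p of 0.0354, 0.0479, 0.0201 and 0.0479, and both 7-month plates were above both 5-month plates for each. With 3 UMIs each at 5 months, igf2a had a ratio of 18.8 (counting interval 5.67 to 97.6) and megf10 of 13.9 (4.01 to 73.9). None of these 4 calls survived leaving out either 5-month plate, where the edgeR quasi-likelihood, Benjamini-Hochberg adjusted p of igf2a rose to 0.220 and 0.306, that of hapln1a to 0.456 and 0.222, that of fibinb to 0.182 and 0.275 and that of megf10 to 0.554 and 0.430. The 5 largest decreases had no UMI in the kept cells at 7 months. Against the limit of 3 counts over the 7-month group, smtlb was at least 17.6-fold lower, hbegfb at least 9.26-fold, apoa1a and slc2a3a at least 6.54-fold and igfn1.1 at least 6.13-fold. Their means at 5 months were 182 CPM ± 9.21, 84.4 ± 70.6, 76.3 ± 43.5, 66.3 ± 12.6 and 66.7 ± 13.8. The edgeR quasi-likelihood, Benjamini-Hochberg adjusted p-values were 0.00267, 0.0378, 0.0446, 0.0226 and 0.0309. The smtlb call held in each of 17 alternatives, although 1 cell held 69.9% and 87.0% of its UMIs. The other 4 calls were lost without 7_months replicate 1 and without 5_months replicate 2, with adjusted p in the edgeR quasi-likelihood test (Benjamini-Hochberg) from 0.0615 to 0.356. Among the 98 calls, 5 had 1 cell with over 50% of the gene's UMIs on both plates of the higher age, and 11 on at least 1 plate.

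The comparisons with 37 dpf asked how the sorted material changes from the juvenile to the adult pituitary. The edgeR quasi-likelihood test, at a Benjamini-Hochberg adjusted p of 0.05, called 2234 of 4411 genes between 5 months and 37 dpf, 1073 of them higher at 5 months, and 2150 between 7 months and 37 dpf, 996 of them higher at 7 months. Library size alone moved the median log2 change of the first by -0.16. Erythrocyte-like cells held 65.0% and 67.7% of the kept UMIs on the 37 dpf plates, and without these cells the counts were 798 and 858. Without 5_months replicate 1 the first count was 1236, and without 7_months replicate 1 the second was 1346. Hormone transcripts led the increases. Gonadotrope or thyrotrope-like cells were 0 of 649 at 37 dpf. The folds below therefore cannot tell hormone cells absent from the 37 dpf plates from lower expression within such cells. At 5 months cga was at least 17190-fold higher than at 37 dpf, lhb at least 7334-fold, gh1 at least 3514-fold, "CGA (1 of many)" at least 584-fold and tfa at least 450-fold, all against 3 counts over the 37 dpf group, where each had 0 UMIs. There tshba was at least 310-fold higher, and with 1 and 2 UMIs at 37 dpf the ratio was 3462 for fshb (counting interval 620.2 to 136900) and 198 for smtlb (53.9 to 1657). At 7 months f13a1a.1 was at least 1429-fold higher than at 37 dpf, cga at least 1416-fold, lhb at least 472-fold, gh1 at least 452-fold and tshba at least 251-fold. The ratio for fshb was 173 (counting interval 28.1 to 7137), but its direction reversed without 7_months replicate 2, and tshba was not called without 7_months replicate 1. The aromatase gene cyp19a1b had 1.72 CPM ± 2.43 (SD, n = 2) at 37 dpf and 2691 ± 77.5 at 7 months, a log2 change of 10.28 ± 0.51 (SE).

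The largest decreases from 37 dpf were in blood, bone and skin transcripts. At 5 months "HBZ (1 of many)" was at least 3767-fold lower, hbba1 at least 3668-fold, col10a1a at least 382-fold, slc4a1a at least 288-fold and si:ch211-103n10.5 at least 246-fold, against 3 counts over the 5-month group. At 7 months "HBZ (1 of many)" was at least 1539-fold lower, hbba1 at least 1499-fold, hbaa1 at least 639-fold, krt5 at least 373-fold and slc4a1a at least 118-fold, against 3 counts over the 7-month group. The genes given above for these decreases and in the paragraph before, other than fshb, smtlb and tshba at 7 months, were called in each of the 17 alternatives run. The globin genes and the cga copies are near-identical families, and how the authors' counting assigned shared reads is not stated, so values of single members are uncertain. With 35 UMIs at 37 dpf and 2 at 5 months, slc15a2 was lower at 5 months by a ratio of 5.69 (counting interval 1.46 to 48.8), with 22 of its 38 UMIs over all plates in erythrocyte-like cells, and against 7 months, with 1 UMI, the interval of its ratio included no change. For pomca at both ages, smtla at both ages and prl and smtlb at 7 months, both sides were at or under 3 counts. With 4 UMIs at 5 months and 0 at 37 dpf, prl was at least 4.104-fold higher at 5 months.

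The study's title asks about the neural origin of pituitary cells, and 37 regulators of the neural side (18 genes) and of the pituitary placode side (19 genes) were fixed as a list and kept out of the clustering. The planned comparison set pituicyte-like cells against pomca cells. With none of these found, pituicyte-like cells of the 2 adult pools were set against all other adult cells, a mixture that includes hormone cells, macrophages and the clusters without a name, with pool as a block and 1 residual degree of freedom. In the edgeR quasi-likelihood test, 11 of 13 neural list members tested were higher in pituicyte-like cells at a Benjamini-Hochberg adjusted p of 0.05 over all 1514 genes, and 0 were lower. Of 11 placode list members tested, 4 were lower and 0 higher. Adjusted over the list alone, 12 neural members were higher and 10 placode members lower. All 15 calls over all genes had the same direction in both pools. DESeq2 called 1 gene over all genes (nkx2.4b, adjusted p 0.0411) and 0 over the list alone, with 10 list members at an unadjusted p under 0.05. Without 5_months replicate 1 edgeR called 2 over all genes and 14 over the list alone. The neural members called were nkx2.4b (log2 change 4.35 ± 0.60 SE), lhx2b (3.38 ± 0.57), rx3 (3.53 ± 0.67), tcf7l2 (2.45 ± 0.55), nkx2.4a (2.64 ± 0.59), six3b (2.27 ± 0.52), nkx2.1 (2.56 ± 0.59), sox2 (1.95 ± 0.45) and six3a (1.58 ± 0.37), with fgf3 and otx2 at least 17.6-fold and at least 16.0-fold higher against 3 counts over the other cells. Over the 15 calls the edgeR quasi-likelihood, Benjamini-Hochberg adjusted p ran from 0.00672 to 0.0277, and that of nkx2.4b stayed under 0.05 in each of 17 alternatives. The counts were small: nkx2.4b had 23 UMIs in 20 pituicyte-like cells and 4 UMIs in all other cells, and six3b, the most abundant, had 96 and 71. Among the placode members called were six1b, with 0 against 60 (at least 4.16-fold lower), pitx3, with 3 UMIs against 102 (ratio 7.07, counting interval 2.35 to 34.9), and eya1, with a log2 change of -2.33 ± 0.47 (SE). The other side of these comparisons was uneven. Of the UMIs found outside pituicyte-like cells, cluster 7 held 33 of 37 for sox2, and cluster 11, with 9 pituicyte markers, held 7 of 8 for lhx2b, 5 of 6 for rx3, 6 of 7 for nkx2.4a, 8 of 10 for nkx2.1 and 43 of 68 for six3a. The placode members named were uneven as well. For six1b, cluster 7 held 12 and gonadotrope or thyrotrope-like cells 42 of the 60 UMIs outside pituicyte-like cells. The same groups held 50 and 38 of 102 for pitx3, and 55 and 58 of 143 for eya1. Their lower values are therefore mostly a contrast with these groups. Among the neural members, vax1 had the opposite sign, with 2 UMIs against 29 (ratio 3.02, counting interval 0.763 to 26.1), and was not called.

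**Figure D3:**
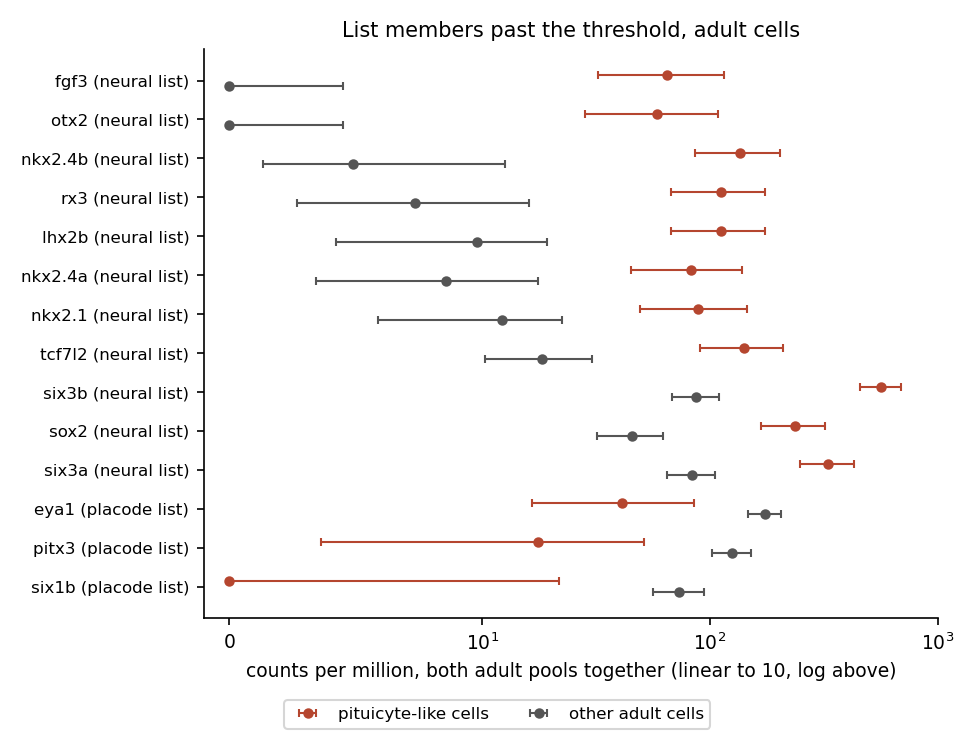
CPM over both adult pools (horizontal axis, linear to 10 and logarithmic above) of 14 list members called, in pituicyte-like cells and in all other adult cells, with bars for the 95% counting interval. The 11 neural list members lie higher in pituicyte-like cells and the 3 placode list members shown lower.

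The last comparison asked how much of the material was dividing. A fixed list of 30 cell cycle genes summed to 4662 CPM ± 189 (SD, n = 2) at 37 dpf, 358 ± 128 at 5 months and 634 ± 122 at 7 months. After each cell was thinned to 400 UMIs, 20.3% ± 2.29 of cells at 37 dpf had at least 3 UMIs of the list, against 0.389% ± 0.550 at 5 months and 1.44% ± 0.638 at 7 months. The 95% Clopper-Pearson intervals of the 37 dpf plates began at 14.5% and 17.6% and those of the adult plates ended at 6.65% or lower. Between 5 and 7 months the intervals of the shares overlapped. Without thinning they were 51.8%, 3.10% and 2.89%. Outside the erythrocyte-like cells the list summed to 2167 and 2029 CPM on the 37 dpf plates, above the adult plates at 239 to 720.0 CPM.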

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

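The test of free RNA in this part was chosen only after the result had been seen. Wells under the UMI minimum hold data that the comparisons between ages do not use, and there a transcript that leads the pituicyte-like cells was found above the limit that a count of 0 allows (3 UMIs). Over the 452 wells of the 4 adult plates with 20 to 400 UMIs, cyp26b1 had 271 UMIs of 93867, or 2890 CPM. Wells under 20 UMIs on these plates had 5 UMIs of 1951 (2560 CPM). Free RNA spread evenly over the wells would put at least 3 cyp26b1 UMIs in 20.6 wells, and 37 were found, 1.79 times as many. That is more than an even spread gives but short of the 2-fold set for the test, so free RNA and pituicyte-like cells of low yield cannot be told apart over these wells: both may contribute. Wells with at least 3 UMIs against the number an even spread gives were 3 against 0.747 and 3 against 0.502 on the 5-month plates, 14 against 5.48 on the first 7-month plate and 17 against 13.9 on the second. Age, the biological difference the design names, was not tested here. With a minimum of 200 UMIs the pituicyte-like share at 37 dpf was 4.36%, and the adult shares of the class stayed within 1 SD of the reported ones.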

How the results depend on the processing

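Chosen only after the data had been seen were the tests without AC024175, without erythrocyte-like cells, with all 3 ages in the pituicyte-like fit, without the cell richest in a gene, with equal cell numbers for the cell cycle list, and every alternative of the whole-plate comparisons that changes their fit or draws equal cell numbers; the other alternatives were planned. Of the values that answer a comparison, under alternatives other than leaving out a plate, 119 stayed within their tolerance (1.5 times a count, or 1 SD of a mean) and 66 moved. For genes named in the text, 606 tests kept direction and side of the threshold, 58 lost the threshold, 22 gained it and 4 reversed. Where no cause is given below, the cause was not tested.

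For the pituicyte-like class, 7 against 5 months (0 genes by edgeR), a minimum of 200 UMIs gave 9 genes, no filter on low counts 7, AC024175 left out 4, Leiden resolution 0.5 4, classes from each cell's own markers 3, and DESeq2, Scrublet and all 3 ages in one fit 2 each. Leaving out a plate gave 0 to 43, the 43 without 7_months replicate 1, where the lone 7-month plate is assumed to vary like the 5-month plates. Resolution 2.0, equal cell numbers, library size only and no mitochondrial limit gave 0. At a minimum of 1000 UMIs this test was not run, since the class had under 20 cells on a plate. The planned tests of pomca cells, of other classes between ages and of the interaction of class and age were not run.

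For whole plates, 5 months against 37 dpf (2234 genes), equal cell numbers gave 1007 and erythrocyte-like cells left out 798, and leaving out a plate gave 1236 to 2944. For 7 months against 37 dpf (2150), these gave 1052, 858 and 1346 to 2204. Equal numbers mean 106 cells per plate, so fewer UMIs. For 7 against 5 months (98), a minimum of 1000 UMIs gave 53, AC024175 left out 57 and no filter 169, and leaving out a plate gave 14 to 182. Of the 57 without AC024175 all 57, and of the 53 at 1000 UMIs 41, were among the 98 genes. The low counts came without 5_months replicate 2 (14) and replicate 1 (29), the high ones without a 37 dpf plate (182 and 163). Library size only gave 122 with 68.0% higher, against 45.9%.

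Among named genes, the 7-month against 37 dpf change of smtlb, which has 2 UMIs in the kept cells of these ages, reversed from -2.27 to 3.44 at a minimum of 200 UMIs and 0.49 in DESeq2. That of fshb reversed from 7.12 to -1.50 at 1000 UMIs and to -1.71 without 7_months replicate 2, the one 7-month plate with fshb UMIs in kept cells, and leaving out a plate gave -1.71 to 8.25. That of tshba at 7 against 5 months reversed from -1.03 to 0.46 with equal cell numbers. When the cell richest in a gene was left out of each plate, the 10 genes named for 7 against 5 months kept separate plates, and f13a1a.1 fell from 2419 to 77.2 CPM at 7 months.

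Of regulators, 15 list members were called over all genes and 22 over the list alone. DESeq2 called 1 and 0 (10 of 24 at an unadjusted p under 0.05), and classes from each cell's own markers gave 6 over all genes. Leaving out a plate gave 2 to 13 and 13 to 21, with 2 and 14 without 5_months replicate 1 and 13 over the list alone without 7_months replicate 1. The remaining alternatives gave 11 to 21 over all genes. With no replicate block, that is with the pool left out of the model, 11 and 21 were called. Leaving out a pool leaves no residual degrees of freedom, so only directions were compared, and they were the same in both pools for 15 of 15. No paired analysis was possible because replicate numbers follow accession order and pair no plates across ages.

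For class shares, a minimum of 200 UMIs gave 4.36% pituicyte-like, 6.38% macrophage-like and 29.6% erythrocyte-like cells at 37 dpf, 9.81% gonadotrope-like at 5 months and 2.82% macrophage-like at 7 months. A minimum of 1000 UMIs, which left 18 cells on the second 7-month plate, gave 1.11%, 7.93% and 32.1% for the same classes at 37 dpf, 17.9% pituicyte-like, 18.5% gonadotrope-like and 14.5% macrophage-like at 5 months, and 0% gonadotrope-like and 9.53% macrophage-like at 7 months. Classes from each cell's own markers gave 5.41%, 6.46% and 42.5% at 37 dpf and 17.2% pituicyte-like and 18.9% gonadotrope-like at 5 months. Without AC024175, which also leaves fewer wells at 400 UMIs, these 2 were 22.6% and 20.7%, macrophage-like cells 13.5% at 5 months and 4.98% at 7 months, and erythrocyte-like cells 36.11%. Resolution 0.5 gave 4.51% pituicyte-like, 6.93% macrophage-like and 33.6% erythrocyte-like cells at 37 dpf, and resolution 2.0 32.7% erythrocyte-like. Scrublet, which called 22 cells, gave 4.39% pituicyte-like at 37 dpf and 4.05% macrophage-like at 7 months. No mitochondrial limit, which adds 1 cell, gave 3.24% pituicyte-like at 37 dpf. In each alternative run, the pituicyte-like share was lower at 37 dpf than at either adult age. Leaving out a plate gave the other plate's value: at 37 dpf 1.29% to 2.07% pituicyte-like, 7.07% to 7.40% macrophage-like and 33.1% to 33.4% erythrocyte-like, at 5 months 14.4% to 16.7% pituicyte-like, 11.5% to 14.4% gonadotrope-like and 6.32% to 10.9% macrophage-like, and at 7 months 21.7% to 36.8%, 0.985% to 2.83% and 3.77% to 3.94%.

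For the cell cycle list, a minimum of 1000 UMIs gave 4870 CPM and 26.6% of cells at 37 dpf and 845 CPM and 6.69% at 7 months. Equal cell numbers gave 4410 CPM and 15.6% at 37 dpf. Without AC024175 the values were 5396 CPM and 25.6% at 37 dpf, 533 CPM and 1.67% at 5 months and 838 CPM and 2.33% at 7 months, with fewer UMIs in the denominator. Scrublet gave 1.17% at 5 months. Without thinning the shares were 51.8%, 3.10% and 2.89%, and with at least 2 UMIs 31.7% at 37 dpf and 3.34% at 7 months. Leaving out a plate gave 4528 to 4795 CPM and 18.7% to 21.9% at 37 dpf, 268 to 449 CPM and 0% to 0.778% at 5 months, and 548 to 720.0 CPM and 0.985% to 1.89% at 7 months. In each alternative the 37 dpf values stayed above both adult ages. Depth limits the 7-month plates most: there a count of 0 allows up to 14.7 and 36.6 CPM, and the simulated 7 against 5 months comparison recovered 50.5% of genes changed by 2 log2 units.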

Other observations

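Chosen only after the result had been seen were the tests of sequencing batch, other tissues, embryonic fish, spilled RNA of erythrocyte-like cells, lower depth, less anterior lobe, fewer macrophages, chance sampling of macrophages, dilution of the stress list and free cga RNA; the tests of mislabelled plates, erythrocyte share, outlying cells, mitochondrial source and few stress genes were chosen before.

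The 37 dpf plates, labelled as neurohypophysis-enriched, held erythrocyte-like, keratin-rich and cartilage-like cells that are rare or absent on the adult plates. Genes of the bone and cartilage list, led by col10a1a (1637 CPM) and col2a1a (874 CPM), summed to 4274 and 2755 CPM on these plates and to 15.9, 34.4, 113 and 24.4 CPM on the adult plates. A sequencing batch that acts on whole libraries would raise these genes in all cells. The lower-level 50% of cells of a plate held at most 3.34% of the UMIs of haemoglobin, krt5 or col2a1a, which argues against it. Embryonic fish would bring embryonic beta globins, which made up 0.226% of the beta globin UMIs (78 of embryonic and 34439 of adult genes), led by hbbe1.1 with 77 UMIs. The test was limited to beta globins after its first value had been seen, since "HBZ (1 of many)", with 34785 UMIs, is an alpha type row of unknown stage in neither list. The embryonic list of both types summed to 35.3 and 56.6 CPM on the 37 dpf plates. The adult globin list summed to 21280 and 24730 CPM there, led by hbba1 (15700 CPM), and to 1 UMI over the adult plates. Mislabelled plates without pituitary cells stay open: 11 of 649 cells had a UMI of at least 3 of 6 genes that lead the adult pituicyte-like cluster, against 216 of 740 adult cells. All 11 had cyp26b1 and 10 were in the pituicyte-like class, but so few cells do not show that the rest is pituitary tissue. Other tissues in the dissected material also stay open. Of 7 lists of other tissues 1, skeletal muscle, was above every adult plate beyond the counting intervals, at 376 and 245 CPM against at most 36.6, led by mylpfa (69.1 CPM). The kidney tubule list, which shares 1 gene with the pituicyte markers, was 151 and 145 CPM, led by slc20a1a (53.8 CPM), with an interval that met that of an adult plate. A check outside the erythrocyte-like cells was added to the rule only after its value had been seen. There the muscle list fell to 60.5 and 23.9 CPM, with an adult plate at 36.6, and the kidney list rose to 256 and 300.5 CPM, with adult plates at 48.8 or lower. Pigment cell genes rose to 51.9 and 242 CPM (adult plates up to 146), intestine genes were 63.4 and 66.5 (up to 43.3) and retina and lens genes 184 and 245 (up to 309), while liver was 0 and 2.66 and exocrine pancreas 0 on both. Clusters 14 and 15, whose leading genes include gch2 and slc2a11b, and slc26a1, slc5a12 and lrp2a, had 10 and 6 cells, all on 37 dpf plates. These values go with other tissues, but the lists were written after the clusters had been seen, so the lists do not settle it. The clusters were formed without the lists, and their leading genes go with other tissues too. Cluster 10, led by col2a1a, epyc and col9a2, had 50 cells, and keratin-rich cluster 9, led by krt5, had 53, all at 37 dpf. Cluster 13, led by col10a1a, had 11 of its 12 cells there. How such cells came onto the plates stays open. In all cells, retina and lens genes (133 and 141 CPM, led by gnb1b at 133) and pigment cell genes (18.2 and 84.1, gch2 at 40.3) lay within or below the adult range. Intestine (49.5 and 68.6, ada at 55.6), liver (6.06 and 7.72, fabp10a at 6.03) and exocrine pancreas (1.01 and 5.15, prss59.2 at 1.86) were not above the adult intervals. A candidate explanation is tissue around the juvenile pituitary, such as skull cartilage, skin and blood, which the 1 list above does not settle. Age itself stays open as well, and the batch, where it is listed, differs along with it.

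The cell cycle list was 4662 CPM at 37 dpf against 358 and 634 CPM at the adult ages. If the erythrocyte-like cells were the whole cause, the rest would lie within the adult range, but it was at least 2029 CPM against at most 720.0 CPM. Their RNA in other cells was also tested. Haemoglobin in the other cells reached 13.2% and 8.38% of its level in erythrocyte-like cells, which predicts at most 766 CPM of the list and leaves the remainder above every adult plate. In 6 of 6 clusters with enough UMIs at 37 dpf and at an adult age, the list was higher at 37 dpf beyond the counting intervals. In pituicyte-like cells it was 1456 CPM at 37 dpf (interval 815 to 2401) and 440 CPM (317 to 595) and 470 CPM (327 to 654) at the adult ages. These intervals do not allow for RNA of erythrocyte-like cells. With up to 766 CPM predicted from it, the 37 dpf interval of pituicyte-like cells could meet the adult ones. For this class a higher level at 37 dpf is therefore not settled. Age and batch cannot be told apart for the higher list at 37 dpf. Among adult cells, cluster 11, with markers of several classes, had 511 CPM of the list at 5 months (279.5 to 858) and 1741 CPM at 7 months (1048 to 2719), and cluster 7, led by wnk1b, had 1673 CPM at 5 months (1313 to 2100) and 1087 CPM at 7 months (839 to 1386). Pituicyte-like cells were below cluster 7 at both ages and below cluster 11 at 7 months, beyond the intervals. No biological explanation of that was tested.

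The 7-month plates had fewer gonadotrope or thyrotrope-like cells and less lhb than the 5-month plates. Lower depth would leave the CPM over all wells alike, but the lowest 5-month plate was 11.7 times the highest 7-month plate for lhb, which argues against it. Less anterior lobe tissue in the 7-month material would lower other anterior lobe transcripts too. The ratio of 7-month to 5-month means was 0.182 for gh1 and 0.503 for tshba, and the plates overlapped for both, with most of the UMIs in single cells except for gh1 on the first 7-month plate (30.0% in 1 cell). Too few cells express them to decide, so a different yield of anterior lobe and a difference in age cannot be told apart, and either may account for the drop.

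Blood coagulation factor transcript f13a1a.1 had 0 UMIs on the 37 dpf and 5-month plates and 569 on the 7-month plates. A single cell held at least 94.4% on each 7-month plate (272 of 288 and 275 of 281 UMIs), so the difference rests on 2 cells, as outlying cells would give. In these cells f13a1a.1 made up 13.1% and 12.5% of all UMIs, beside 18 and 14 UMIs of cd74a. Fewer macrophage-like cells at the other ages are not the reason, since 37 dpf had 47 and 5 months 39 against 12 at 7 months. Of these 12 cells 2 were rich in it (16.7%, exact interval 2.09% to 48.4%). None of 86 at the other ages was, which allows up to 3.49%. That limit lies inside the interval, so chance in which macrophage-like cells were sampled cannot be told apart from a change with age, which was not tested. The similarly named f13a1b was among the whole-plate calls lower at 7 months (log2 change -2.751) and had 1 and 0 UMIs in the 2 rich cells. A difference in alleles, in transcripts or in how reads were assigned between these names was not tested either.

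The 24 AC024175 names held 11.1% and 15.1% of UMIs on the 37 dpf plates, 29.9% and 36.4% at 5 months and 28.0% and 31.5% at 7 months, and AC024175.4 alone 17.9% of all UMIs. If they were RNA of the mitochondrial genome, their share might follow that of the mt- genes across wells. Spearman's rho over the wells of a plate was 0.831, 0.838, 0.703 and 0.747 on the adult plates, 0.333 on the second 37 dpf plate and 0.00456 on the first. The adult plates go with the idea. The first 37 dpf plate shows no such relation, which alone does not exclude it, so the source stays open. The 30% limit on mitochondrial UMIs counted only the 13 mt- names. If the AC024175 names are mitochondrial as well, that limit did not count them. No biological explanation was tested. Wells are not independent replicates.

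A list of 19 immediate early and heat shock genes, which dissociation can raise, summed to 4818 and 4760 CPM at 37 dpf, 22800 and 19370 CPM at 5 months and 39230 and 42830 CPM at 7 months. It was not carried by 1 gene: fosab, the largest, held 26.0% on the adult plates, and egr1 12.5%. Dilution by erythrocyte-like cells accounts for part of the difference but not for all of it, since outside these cells the 37 dpf plates had 12600 and 13580 CPM, below every adult plate. How the tissue was handled at each age and age itself stay open, and the batch cannot be told apart from age at 37 dpf. Both 7-month plates were above both 5-month plates, within 1 listed batch. Members of the list were among the whole-plate calls higher at 7 months, from jun (log2 change 1.005) to zfp36l1b (1.239). For those calls handling and age cannot be told apart.

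On the first 5-month plate 210 of 257 cells (81.7%) had a cga UMI. If this came from free RNA or barcode exchange within the plate, cells that should lack cga would carry it as well. Macrophage-like cells did, at 1364 CPM on that plate and 456 CPM on the second, against 90720 and 81520 CPM in gonadotrope or thyrotrope-like cells, and wells under 20 UMIs had 0 cga UMIs of 118 on the first plate and 21 of 796 on the second. The macrophage-like cells show what such a background would give, and it may also carry lhb, found in 75.0% of macrophage-like cells of the first plate at 501 CPM.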
